A study of Mus musculus with 7 samples. Its data were reported in "The Transcription Factor ZEB2 Is Required to Maintain the Tissue-Specific Identities of Macrophages" (2018).

How the data were processed

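RNA of sorted AMs (4 arrays) and microglia (3 arrays) of wild-type C57Bl/6J mice was measured on GeneChip Mouse Gene 1.0 ST arrays. The authors processed the arrays with RMA in R and Bioconductor (background correction, quantile normalization between arrays, summarization per probeset and log2), and the values were used as deposited on the log2 scale. The version of RMA and the arrays that went into the run were not stated. The authors deposited the log2 values of the same arrays a second time, normalized together with published arrays, and this second table was used only as an alternative. Of that deposit 57 columns with other arrays were not used. The choice of table was open to reading, and the values of the 7 arrays alone were taken. The paper describes keeping probesets of 1 gene and the highest per gene, but the table holds 35556 probesets, so that step was repeated here.

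The platform table listed 23410 of the probesets, of which 21789 had 1 gene symbol and 1621 several, and 12146 had no entry. Probesets with several symbols or no entry were left out. Symbols were checked through the Entrez number, which matched 21698 probesets and changed 0 symbols, and 91 were not matched. For 999 genes with several probesets the one with the highest mean was kept, and in 9 of these genes the probesets disagreed. This left 19938 genes.

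Array medians over all probesets were 5.34, 5.38, 5.34 and 5.32 for AMs and 5.61, 5.54 and 5.52 for microglia. No detection p or background signal was used, so the floor of the arrays was not measured, and dim genes were tested in an alternative with genes above the median level. In 8639 genes (43.3%) at least 2 arrays of a group held a value equal to the last digit, and 41 genes held 1 value in each group. Only 2 genes did so in the values normalized with published arrays. These counts were made after the data were seen. Equal values lower the spread within a group. Of the genes with equal values 3.91% passed the test, against 37.3% of the other genes, and 4212 of the 4550 genes past the test held none.

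AMs were compared with microglia in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, 5 residual and 1.71 prior degrees of freedom), and p-values were adjusted by Benjamini-Hochberg over all genes. A gene passed at an adjusted p of 0.05, and a difference of 1 on the log2 scale was counted as 2-fold. All p-values of single genes are limma's, and intervals are 95% intervals. A core mac gene was counted as held at a similar level where its interval lay within 1 log2 unit on either side of 0. The number of arrays sets the precision. On simulated data with 7 arrays and 19938 genes, 81 of 100 genes changed by log2 1 were recovered, and 95 of 100 changed by log2 2. In the same data 12 unchanged genes were called. The simulated noise was independent between genes and had the same spread on all arrays, so the rates on the real arrays may differ.

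Lists of genes (46 in all, 566 genes, of which 516 were measured and 50 were not analysed) were written from general knowledge, with the genes the study named, before the data were examined, as were the comparison, the thresholds, the naming rule and the alternatives not described as added. Lists were tested with camera of limma (preset correlation 0.01, lists of at least 3 members), with adjustment over the 46 lists, and each list was also adjusted alone. The alternatives were camera with an estimated correlation and the rotation test fry. On simulated data with random lists of independent genes, 1 of 1 shifted list and 0 of 45 others were called. Genes of a real list can vary together (estimated correlation 0.90 for endothelial markers), so these counts do not give the error rate on these arrays. The 46 lists covered core and tissue-specific mac genes, genes the study named, transcription factors, metabolism, antigen presentation, sensing and signalling, cell cycle, housekeeping and stress genes, sex-linked genes and markers of other cells.

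Genes were named by rule: the 12 with the largest difference in each direction among those past the test with no overlap between groups (predicted genes and clone names left out), the genes the study named, and of each list described up to 4 members with the largest difference among those past the test, or up to 2 where none passed. Which lists are described with named genes was chosen after the list results were seen. Genes named outside this rule are given as chosen after their values were seen. The alternatives were the second table, quantile normalization over the 7 arrays, centring each array on its median or on the housekeeping genes, genes above the median level only, eBayes with trend and robust, array weights, the replicate number as a block, the mean of a gene's probesets, treat against a log2 difference of 1, the methods' t-test, and leaving out each array in turn. Leaving out AM replicates 1 and 2 together and removing a trend on GC content were added after seeing the data. GC content and length came from the longest transcript of each gene in GENCODE vM21, found for 97.9% of genes. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9 and pandas 2.3.3, and tables were read with data.table (version 1.17.8).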

Results

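The arrays profiled macs of 2 tissues from wild-type C57Bl/6J mice. AMs, the resident macs of the lung airspaces, were measured on 4 arrays, and microglia, the resident macs of the brain, on 3 arrays. The study set these arrays beside published profiles, not used here, to look for genes shared by macs of many tissues, with the transcription factor gene Zeb2 at its centre. On their own, the 7 arrays show which genes set AMs and microglia apart and which mac genes both types held at a similar level. Expression was read as deposited log2 RMA values for 19938 genes, and every difference is AMs minus microglia with its standard error from limma. No source used here says whether the arrays of a group came from separate mice. The p-values of single genes therefore measure the spread between these arrays, which may be technical. No batch was named either, and if each cell type was processed in a batch of its own, batch and cell type cannot be told apart. The number of arrays limits the precision of every value. The p-values of lists come from camera, which compares the genes of a list with the other genes. With its preset correlation of 0.01 they rest on the spread over genes and do not measure replication between arrays.

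The arrays grouped by cell type. Pearson's r across genes, which are not independent replicates, was 0.985 to 0.995 among the AM arrays and 0.874 to 0.903 between AMs and microglia. Microglia replicates 2 and 3 correlated at 0.985, whereas replicate 1 reached at most 0.951 with them. The first principal component took 76.2% of the variance and parted the cell types. The second took 13.2% and placed microglia replicate 1 at -52.1, with replicates 2 and 3 at 27.7 and 27.9 and the AM arrays between -3.42 and 1.20. In microglia replicate 1 the identity genes of microglia were lower than in the mean of the other microglia arrays, by a median log2 difference of -0.73 over 22 markers. The glycolysis list and the MHC class I list were also lower there, with medians of -1.11 and -1.36.

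**Figure D1:**
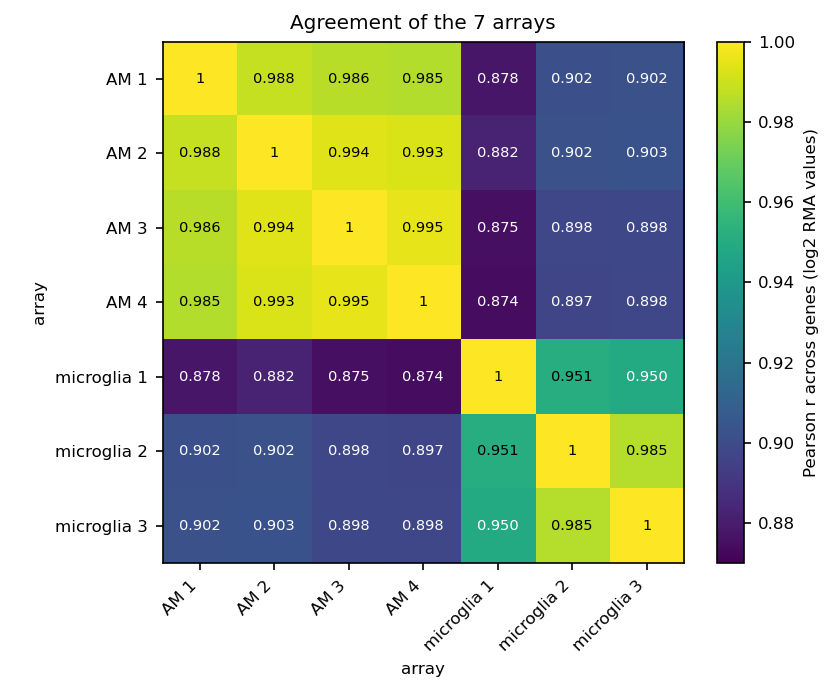
Pearson's r across 19938 genes between each pair of the 7 arrays (rows and columns are arrays, colour is r of log2 RMA values). The AM arrays correlated at 0.985 or more with one another, and microglia replicate 1 at 0.951 or less with the other microglia arrays.

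The genes with the largest measured differences were Atp6v0d2, Fabp1 and Car4 on the lung side and Fcrls, C1qc and C1qb on the brain side. Atp6v0d2, a subunit of the vacuolar proton pump, read 12.35 ± 0.045 in AMs against 4.39 ± 0.38 in microglia (mean ± SD, n = 4 and n = 3). Its log2 difference was 7.97 ± 0.17, adjusted p = 1.13e-06. Next came Fabp1, a fatty acid binding protein, at 7.92 ± 0.11, and Car4, a carbonic anhydrase, at 7.06 ± 0.18. The rest of the 12 genes with the largest difference were Plet1 (6.92), the oxidised LDL receptor Olr1 (6.68), the collagen-degrading protease Ctsk (6.68), the keratin Krt19 (6.62), Bst1 (6.25), the lectin Clec4n (6.19), Sh2d1b1 (6.19), the adhesion molecule Cd2 (6.13) and the lipid droplet protein Cidec (5.97). In microglia the largest measured difference was that of the Fc receptor-like gene Fcrls, at 4.29 ± 0.23 in AMs against 12.20 ± 0.42 in microglia, a log2 difference of -7.91 ± 0.22, adjusted p = 2.63e-06. The complement genes C1qc and C1qb followed at -7.18 ± 0.27 and -7.04 ± 0.18. The other genes of this group were the complement gene C1qa (-6.14), the receptors Gpr34 (-6.78), C3ar1 (-6.78), Gpr165 (-6.26) and Cx3cr1 (-6.23), the membrane protein Tmem119 (-6.62), Marcks (-6.59), Siglech (-6.47) and Olfml3 (-6.41). In the cell type with less transcript some of these genes lay at the low end of the array, such as Fabp1 at percentile 8.58 and Atp6v0d2 at percentile 21.2 in microglia. The floor was not measured, so such differences may understate the true ones and the order of these genes is not established.

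In total 4550 genes, 22.8% of those tested, passed an adjusted p of 0.05, with 2633 higher and 1917 lower in AMs. Of these, 2214 differed at least 2-fold, 1519 higher and 695 lower in AMs. The values of the 2 groups did not overlap for 7043 genes, where chance alone gives 5.71% of genes. The count of genes past the test was 2155 without AM replicates 1 and 2, whose other-cell transcripts are described further on, an alternative chosen after seeing the data. Centring the arrays on the housekeeping genes moved every difference by -0.33 and gave 2086 higher and 12349 lower genes, and at least 2-fold 1082 higher and 1328 lower, so the balance of directions rested on the scaling.

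Zeb2, which encodes a zinc finger repressor best known from epithelial to mesenchymal transition, read 9.23 ± 0.089 in AMs against 8.70 ± 0.44 in microglia (mean ± SD, n = 4 and n = 3). The log2 difference of 0.53 ± 0.20 did not pass the test over all genes, with adjusted p = 0.102. The limma p before adjustment was 0.0328, and adjusted over the core mac genes alone it was 0.0463. The 95% interval of the difference, from 0.058 to just above 1, also kept Zeb2 from being counted as held at a similar level. Per array, AMs read 9.16, 9.31, 9.30 and 9.16, and microglia read 9.17, 8.64 and 8.29, so microglia replicate 1 lay within the AM range. The values of AM replicates 1 and 4 were equal to the last digit, as happens for many genes in this table. Without microglia replicate 1 the difference was 0.77 with adjusted p = 0.00602, and over all scalings, variance models and sets of arrays chosen beforehand it ran from 0.20 to 0.77 with adjusted p from 0.00602 to 0.416. The study placed AMs among the macs with lower Zeb2 in comparison with Kupffer cells of the liver, which are not analysed here.

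Of the other mac genes that the study named beside Zeb2, Fcgr1, the high-affinity IgG receptor CD64, was lower in AMs at -1.71 ± 0.25 (adjusted p = 0.00333, with a range of 0.000392 to 0.0707 over the alternatives chosen beforehand). Mertk, a receptor for apoptotic cells, was -0.26 ± 0.098 with adjusted p = 0.0993, and Cd14, the lipopolysaccharide co-receptor, was -1.74 ± 0.53 with adjusted p = 0.0574, and neither passed. Cd14 read 10.56 in AM replicate 1 and 8.32 to 8.96 in the other AM arrays, and without AM replicate 1 it passed at -2.21 (adjusted p = 0.00372, with a range of 0.00372 to 0.145). Mertk passed without microglia replicate 1 at -0.37 (adjusted p = 0.00525, with a range of 0.00227 to 0.234). The calls of Cd14 and Mertk were unchanged in 9 and 11 of 15 such alternatives. Taken as a list with Zeb2, 1 of these 4 genes was lower and 3 did not pass. Adjusted over the list alone, 1 was higher, namely Zeb2, and 3 were lower, and the list shift did not pass (camera adjusted p = 0.356). The study drew these genes from a comparison that included the present arrays, so their counts are not independent evidence.

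Among 31 measured core mac genes, a list fixed before the data were examined, 16 had a 95% interval within 1 log2 unit of 0 and were counted as held at a similar level. They included Sirpa, the receptor for CD47 (0.0011 ± 0.090), the signalling adaptors Fcer1g (-0.041 ± 0.071) and Tyrobp (-0.056 ± 0.13), the lysosomal protease Ctsd (0.056 ± 0.18) and Laptm5 (0.13 ± 0.11), which were chosen for naming after their values were seen. These 5 genes read between 11.99 and 13.37, near the top of the arrays, where signal may be compressed and real differences hidden, which was not tested. Of the 31 genes, 6 were higher and 11 lower in AMs and 14 did not pass, against 8 higher and 14 lower adjusted over the list alone, and 5 of the similar genes were also past the test. The largest differences were those of Aif1, which encodes the microglial antigen IBA1 (-5.68 ± 0.18, adjusted p = 5.20e-06), the transcription factor Maf (-2.88 ± 0.60, adjusted p = 0.0149), the CSF1 receptor Csf1r (-2.51 ± 0.16, adjusted p = 9.21e-05) and the lysosomal protein Pld3 (2.15 ± 0.082, adjusted p = 9.22e-06). The list as a whole did not pass camera (median -0.074, adjusted p = 0.347), but it did without microglia replicate 1 (median -0.37, adjusted p = 0.0439). Since 4 of its members came from the study's own comparison, the list is only in part independent of these arrays.

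**Figure D2:**
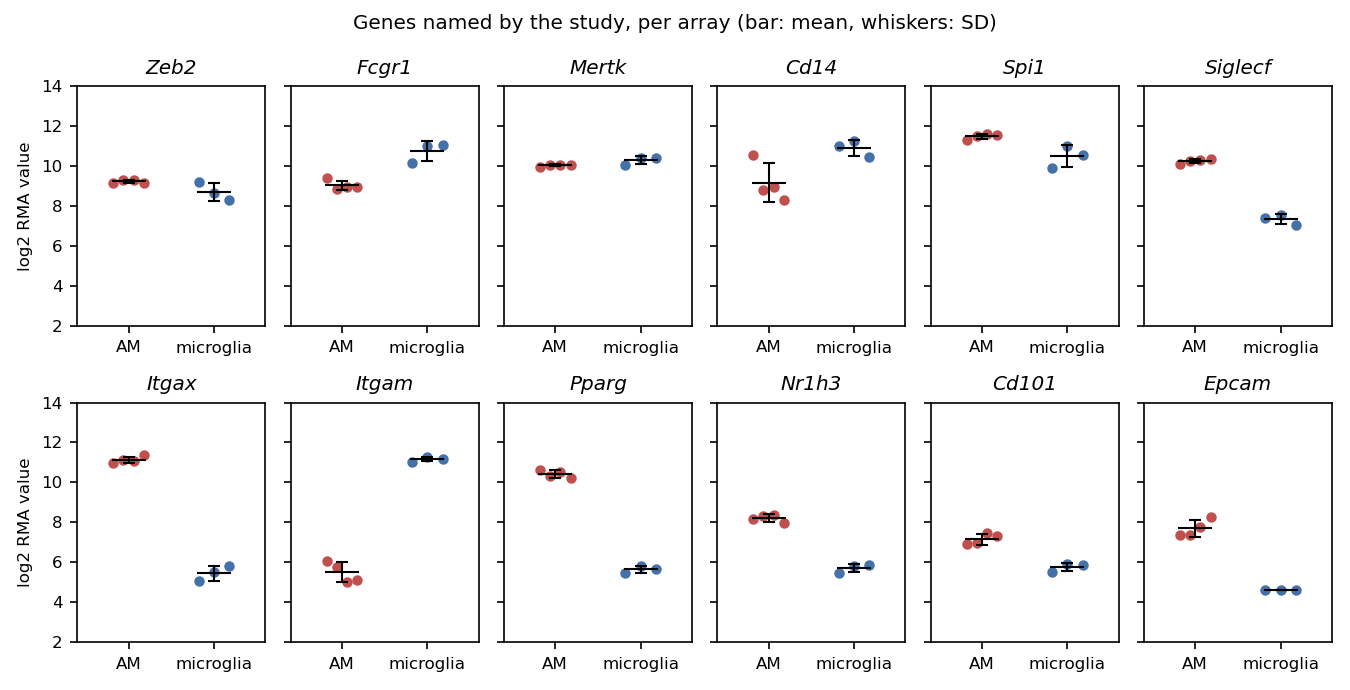
Log2 RMA value of 12 genes named by the study on each array (points, red for the 4 AM arrays and blue for the 3 microglia arrays, bar for the mean, whiskers for the SD). The differences of Zeb2 and Mertk were 0.53 and -0.26, and those of Itgax and Itgam were 5.67 and -5.66.

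Markers of cell identity separated the groups gene by gene. All 22 measured AM markers were higher in AMs (22 adjusted over the list alone), with a median of 5.42 (camera adjusted p = 1.84e-30), among them Plet1 at 6.92 ± 0.22. All 22 measured microglia markers were lower (22 adjusted over the list alone), with a median of -4.13 (adjusted p = 3.04e-17), among them Fcrls, Gpr34, Tmem119 and Siglech. The microglia marker call was lost with adjusted p = 0.103 with an estimated correlation. In its single-cell work the study sorted AMs on SiglecF and CD11c, and if the same gate served for the arrays, Siglecf (2.92 ± 0.13) and Itgax (5.67 ± 0.18), the CD11c gene, would be no finding. Of 11 Kupffer cell markers 2 were higher, 3 lower and 6 did not pass (2 and 3 adjusted over the list alone; camera adjusted p = 0.706). These included the iron exporter Slc40a1 (-3.13 ± 0.47, adjusted p = 0.00399), Nr1h3, which encodes the oxysterol receptor LXRα (2.49 ± 0.14, adjusted p = 4.94e-05), and the transcriptional inhibitor Id3 (1.19 ± 0.27, adjusted p = 0.0201). Of 8 markers of brain border macs 3 were higher in AMs and 5 did not pass (3 adjusted over the list alone; median 0.49, adjusted p = 0.00521, and adjusted p = 0.118 with an estimated correlation). Over the alternatives chosen beforehand the median of this list ran from 0.17 to 5.14. The alternative with genes above the median level drops dim members of a list. The list median can then move without a change of any gene. The 3 higher genes were the mannose receptor Mrc1 (5.20 ± 0.13), which is also on the AM marker list, the sialic acid receptor Siglec1 (5.14 ± 0.10) and Ms4a7 (1.74 ± 0.17).

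The study used 6 genes as markers of macs that had lost ZEB2 or changed surface phenotype with it. In these wild-type cells 4 were higher in AMs, 1 was lower and 1 did not pass (4 and 1 adjusted over the list alone). Itgax and Siglecf were higher, as were Epcam, an epithelial adhesion molecule (3.08 ± 0.22, adjusted p = 0.000152), and Cd101 (1.40 ± 0.17, adjusted p = 0.00168). Itgam, the CD11b gene, was lower at -5.66 ± 0.27 (adjusted p = 2.27e-05). Ms4a1, which encodes CD20, read 0.68 with adjusted p = 0.446, and its highest value, 6.36, was in AM replicate 2, where other B cell genes were also raised. Without AM replicate 2 the Ms4a1 difference was 0.10, and leaving out AM replicate 3 it was 1.02, with no call in any of these fits. The list had a median of 2.16 (camera adjusted p = 0.00690, and adjusted p = 0.120 with an estimated correlation). Siglecf and Itgax are also on the AM marker list, so this shift in part restates that of the markers. The study chose the 6 genes on other cells, not on these arrays. By flow cytometry it reported only AMs negative for EpCam and CD101 in control mice. That is surface protein, whereas the present values are RNA.

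Transcription factors went both ways. Of 26 measured, 12 were higher, 6 lower and 8 did not pass (13 and 6 adjusted over the list alone), and the list did not pass (camera adjusted p = 0.0613). Higher in AMs were Tfec, of the MITF family (5.53 ± 0.14, adjusted p = 1.94e-06), and Pparg, the lipid-sensing nuclear receptor needed for AM development (4.78 ± 0.13, adjusted p = 2.77e-06). Higher in microglia were Sall1, a zinc finger factor of microglial identity (-5.39 ± 0.21, adjusted p = 1.10e-05), and Etv5, of the ETS family (-5.01 ± 0.17, adjusted p = 6.86e-06). Cebpb, a factor AMs depend on, was 1.49 ± 0.20 (adjusted p = 0.00245), and Spi1, which encodes PU.1, was 2-fold higher (adjusted p = 0.0285). Gata6, the factor of peritoneal macs, differed by -0.010 ± 0.10 (adjusted p = 0.949) and lay near 5.17 in both types, although it passed with arrays centred on the housekeeping genes (-0.34, adjusted p = 0.0351). Of 7 transcription factors of epithelial to mesenchymal transition only Twist2 passed, at -0.34 ± 0.076, adjusted p = 0.0205, with 0 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.601).

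AMs held more transcripts for taking up, storing and burning lipid. Of 14 measured genes of lipid uptake, storage and efflux 12 were higher, 1 lower and 1 did not pass (12 and 2 adjusted over the list alone), with a median of 3.17 (camera adjusted p = 7.04e-10). Besides Olr1 they included lipoprotein lipase Lpl (5.81 ± 0.31), the fatty acid translocase Cd36 (5.35 ± 0.18) and the fatty acid binding protein Fabp5 (4.69 ± 0.36). Olr1, Lpl, Fabp4 and Abcg1 are on the AM marker list as well, so the shifts of both lists are not independent. All 15 genes of fatty acid oxidation were higher (15 adjusted over the list alone; median 1.30, adjusted p = 7.29e-11), such as Cpt1a, which controls fatty acid entry into mitochondria (3.40 ± 0.13), and the thiolase Acaa2 (2.60 ± 0.11). Of 16 cholesterol biosynthesis genes 12 were higher and 4 did not pass (14 adjusted over the list alone; median 1.63, adjusted p = 6.99e-09, and adjusted p = 0.120 with an estimated correlation). Sqle, the squalene epoxidase, was 2.88 ± 0.28, and Hmgcs1, an early enzyme of the pathway, was 2.19 ± 0.25. Of 23 oxidative phosphorylation genes 11 were higher and 12 did not pass (15 adjusted over the list alone; median 0.71, adjusted p = 2.77e-07), for example the cytochrome oxidase subunit Cox5a (3.04-fold) and the ATP synthase subunit Atp5b (1.36 ± 0.24).

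Glycolysis genes showed a smaller shift. Of 13 measured, 5 were higher, 1 lower and 7 did not pass (7 and 2 adjusted over the list alone), with a median of 0.57 (camera adjusted p = 0.0200, and adjusted p = 0.499 with an estimated correlation). The phosphofructokinase Pfkp (3.92 ± 0.13) and the aldolase Aldoa (2.17 ± 0.38) were higher, and the hexokinase Hk2 (-1.42 ± 0.37, adjusted p = 0.0361) was lower. The list stood low in microglia replicate 1, and without that array its shift was of about the same size, 0.57, but did not pass (adjusted p = 0.0872). Leaving out 1 array gave medians of 0.52 to 0.71. It also did not pass after quantile normalization over the 7 arrays (the glycolysis shift was then 0.35, adjusted p = 0.358).

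Cell cycle genes were higher in AMs almost without exception. Of 23 measured, 22 were higher and 1 did not pass (23 adjusted over the list alone), with a median of 1.92 (camera adjusted p = 1.64e-15, and adjusted p = 0.120 with an estimated correlation). The mitotic checkpoint kinase Bub1b was 8.72 ± 0.37 in AMs against 4.76 ± 0.36 in microglia (mean ± SD, n = 4 and n = 3), a log2 difference of 3.95 ± 0.25, adjusted p = 7.86e-05. The topoisomerase Top2a (3.38 ± 0.26) and the cyclins Ccnb2 (3.15 ± 0.17) and Ccna2 (2.79 ± 0.27) followed.

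Receptors through which macs sense their surroundings were divided between the types. Of 10 genes of purine and chemokine sensing 8 were lower in AMs and 2 did not pass (2 higher and 8 lower adjusted over the list alone; median -2.47, adjusted p = 4.09e-06). Next to Gpr34, C3ar1 and Cx3cr1 these included the ADP receptor P2ry12 (-4.31 ± 0.15). Gpr34, Cx3cr1 and P2ry12 are also on the microglia marker list, so this shift in part restates that of the markers. Of 10 complement genes 5 were lower, 2 higher and 3 did not pass (3 higher and 5 lower adjusted over the list alone; median -2.96), and the list did not pass camera (adjusted p = 0.229). Over the alternatives chosen beforehand the complement median ran from -5.90 to -2.66, and the call was unchanged in 14 of 17. Here too the alternative with genes above the median level drops dim members, which can move the median. C-type lectins and scavenger receptors were mostly higher in AMs, with 12 of 19 higher, 2 lower and 5 not passing (12 and 2 adjusted over the list alone; median 2.12, adjusted p = 1.17e-06, and adjusted p = 0.0665 with an estimated correlation). Their members Mrc1, Marco and Olr1 are also AM markers. Of 16 Toll and NOD-like receptor genes 8 were lower, 3 higher and 5 did not pass (9 lower and 3 higher adjusted over the list alone; camera adjusted p = 0.101). Tlr8 was higher at 4.97 ± 0.19. Lower were Tlr1, a partner in lipopeptide sensing (-4.27 ± 0.25), the DNA sensor Tlr9 (-3.63 ± 0.60) and the sensor of double-stranded RNA Tlr3 (-2.77 ± 0.26). Of 5 Fc receptor genes 3 were lower, 1 higher and 1 did not pass (3 and 1 adjusted over the list alone; adjusted p = 0.398), with the activating receptor Fcgr4 higher at 1.99 ± 0.25 and Fcgr3 lower at -0.69 ± 0.11.

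Cytokine receptors and adhesion molecules differed in both directions. Of 20 cytokine receptor genes 4 were higher, 7 lower and 9 did not pass (4 and 9 adjusted over the list alone; camera adjusted p = 0.250). The shared GM-CSF receptor chain Csf2rb (2.85 ± 0.16) and its homologue Csf2rb2 (2.44 ± 0.15) were higher in AMs, and Csf1r and the interleukin 10 receptor chain Il10ra (-2.33 ± 0.13) were higher in microglia. Csf2rb and Csf2rb2 are near-identical in sequence, so their probesets may read each other's transcripts. Of 20 chemokine and cytokine genes 4 were higher, 6 lower and 10 did not pass (4 and 7 adjusted over the list alone; adjusted p = 0.801), with the interleukin 1 receptor antagonist Il1rn (3.63 ± 0.15) and Il18 (2.72 ± 0.20) higher and the chemokines Ccl12 (-3.97 ± 0.31) and Ccl4 (-3.14 ± 0.43) lower. Of 14 integrin genes 7 were higher, 6 lower and 1 did not pass (7 and 6 adjusted over the list alone). Their median of 0.00086 and mean of -0.058 differed in sign, and the list did not pass camera (adjusted p = 0.911). Itgal, the LFA-1 chain, was higher at 3.75 ± 0.12 and Itga9 lower at -3.04 ± 0.27. Of 16 genes of TGF-beta signalling, the pathway that maintains microglial identity, 6 were lower and 10 did not pass (6 adjusted over the list alone; median -0.26, adjusted p = 0.0117, and adjusted p = 0.499 with an estimated correlation). The lower genes included the signal transducer Smad3 (-2.83 ± 0.34), the inhibitor Smad7 (-2.61 ± 0.39), the integrin chain Itgav (-2.01 ± 0.15) and the receptor Tgfbr1 (-1.93 ± 0.079). Without microglia replicate 2 the TGF-beta list did not pass (adjusted p = 0.0701).

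Genes of disease-associated microglia, a state seen in neurodegeneration, were for the most part higher in AMs. Of 14 measured, 8 were higher, 3 lower and 3 did not pass (8 and 6 adjusted over the list alone), with a median of 1.82 (camera adjusted p = 0.00422, and adjusted p = 0.169 with an estimated correlation). The glycoprotein gene Gpnmb was 5.97 ± 0.15, Axl, a receptor of the family of Mertk, was 5.33 ± 0.091, and Lpl and Itgax are also on the AM marker list. After quantile normalization over the 7 arrays the disease-associated microglia genes shift was 1.73 with adjusted p = 0.0603. Of 20 lysosome genes 6 were higher, 3 lower and 11 did not pass (9 and 4 adjusted over the list alone; adjusted p = 0.0613), and its call and sign varied with the arrays. The lysosome shift passed without AM replicate 1 or microglia replicate 2 or 3 (adjusted p down to 0.0171), whereas without microglia replicate 1 its median was -0.033 (adjusted p = 0.684), with a range of camera adjusted p from 0.00663 to 0.723 over the alternatives. The galactosidase Gla was higher at 2.33 ± 0.14 and the legumain gene Lgmn was lower at -2.71 ± 0.12.

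Antigen presentation, interferon response and cell death lists showed no shift past the test. Of 11 MHC class II presentation genes 3 were lower and 8 did not pass (3 adjusted over the list alone). The list median was 0.15 and its mean -0.26, of opposite sign, with a camera direction lower in AMs (adjusted p = 0.801). Leaving out 1 array gave class II medians of 0.029 to 0.20, and the alternatives chosen beforehand gave -0.18 to 0.21, so the sign was not settled. The co-stimulator Cd86 was lower at -3.83 ± 0.25, adjusted p = 8.77e-05, as was H2-Ob, a chain of the regulator H2-O (-1.86 ± 0.19). Of 7 MHC class I presentation genes 2 were lower and 5 did not pass (2 adjusted over the list alone; adjusted p = 0.956), and the class I regulator Nlrc5 was among the lower genes (-0.57 ± 0.096). Of 15 interferon-stimulated genes 1 was higher, 2 lower and 12 did not pass (2 and 2 adjusted over the list alone; adjusted p = 0.690), and the largest difference was that of Irgm1, an interferon-induced GTPase (-1.04 ± 0.15). Of 17 cell death genes 3 were higher, 3 lower and 11 did not pass (3 and 3 adjusted over the list alone; adjusted p = 0.687). The necroptosis genes Mlkl (1.26 ± 0.17, adjusted p = 0.00289) and Ripk3 (0.68 ± 0.18, adjusted p = 0.0345) were higher in AMs, and the inflammasome adaptor Pycard (-1.28 ± 0.16) and the BCL2 family member Bid (-0.99 ± 0.16) were lower. The interleukin 1 genes Il1a (-1.07 ± 0.39, adjusted p = 0.0989, with a range of 0.0157 to 0.217) and Il1b (1.61 ± 0.66, adjusted p = 0.127) did not pass, and Il1b read 9.91 in AM replicate 1 against 7.22 to 7.49 in the other AM arrays. Without AM replicate 1 the Il1b difference was smaller, 0.97, and passed (adjusted p = 0.00510, with a range of 0.00510 to 0.251 over the alternatives). Of 23 immediate early and stress genes 2 were higher, 2 lower and 19 did not pass (2 and 2 adjusted over the list alone; adjusted p = 0.578), with Egr2 higher at 2.33 ± 0.21 and Jun lower at -3.02 ± 0.60, both transcription factors. The mean of this list also stood high in AM replicate 1, and without that array the list passed with a median of -0.51 (adjusted p = 0.0156, with a range of 0.00764 to 0.942).

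Leaving out single arrays ended the calls of some named genes, each with fewer arrays in the fit. Id3 did not pass without AM replicate 4 or microglia replicate 1 or 2 (adjusted p up to 0.0573), Spi1 without any 1 AM array or microglia replicate 3 (up to 0.0820), and Twist2 without AM replicate 2 or 4 or microglia replicate 2 (up to 0.0619). Ripk3 passed only without microglia replicate 3 (otherwise adjusted p up to 0.0917) and Hk2 only without microglia replicate 1 (otherwise up to 0.103). The direction of these 5 genes held in all 7 fits. Over all alternatives chosen beforehand the adjusted p reached 0.120 for Jun, 0.0823 for Maf, 0.0782 for Fcgr3, 0.0649 for Ccl4, 0.0632 for Smad7, 0.0522 for Nlrc5, 0.0510 for Aldoa and 0.0509 for Atp5b, and 0.124 for Id3, 0.176 for Ripk3 and 0.316 for Twist2. Of the lists that did not pass, transcription factors passed without AM replicate 1 or microglia replicate 3 (adjusted p down to 0.0456), Toll and NOD-like receptors without AM replicate 1 (0.0456), cytokine receptors without microglia replicate 1 (median -0.60, adjusted p = 0.00935), neuron markers without microglia replicate 3 (0.0413) and T and NK cell markers without AM replicate 3 or 4 (down to 0.0176). The median of brain border markers was 0.24 without AM replicate 1. Of the 46 lists tested, 15 passed camera with a preset correlation of 0.01. With an estimated correlation 5 of these calls held, namely AM markers (adjusted p = 0.00221), lipid uptake, storage and efflux (0.0148), fatty acid oxidation (0.0148), purine and chemokine sensing (0.0414) and oxidative phosphorylation (0.0447). Among them the lipid uptake list shares members with the AM markers, and the purine list with the microglia markers. The rotation test fry, which asks whether the genes of a list move one way on balance and compares no list with other genes, passed 32 lists.

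Transcripts of other lung cells were raised in AM replicates 1 and 2, and the genes named here were chosen after their values were seen. The secretory cell gene Scgb1a1 read 11.14 and 8.29 in replicates 1 and 2 against 6.14 and 5.29 in replicates 3 and 4, and the surfactant gene Sftpc read 9.83 and 8.82 against 4.29 and 4.82. S100a9, an abundant neutrophil gene, read 9.97 and 10.11 against 4.32 and 4.43. The granzyme gene Gzma, of T and NK cells, read 6.35 and 6.28 against 3.72 and 3.48, and the B cell gene Cd79a read 7.49 in replicate 2 against 5.16 in replicate 1. The endothelial list had a mean of 6.56 in replicate 1 against 4.82 to 5.02 in the other AM arrays. Of the measured members 1 of 12 lung epithelial, 1 of 11 T and NK cell and 3 of 10 neutrophil markers were higher in AMs, 1 neutrophil marker was lower, and none of 9 endothelial or 9 B cell markers passed, with the same counts adjusted over each list alone. None of these 5 lists passed camera (adjusted p = 0.229, 0.0957, 0.229, 0.705 and 0.911 in that order). The epithelial marker past the test was Epcam, and the T and NK cell marker was Cd2. Cd2 read 11.17, 11.35, 11.33 and 11.38 on the AM arrays, so it was not raised in replicates 1 and 2. The B cell list had a median of -0.062 and a mean of 0.071, of opposite sign.

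**Figure D3:**
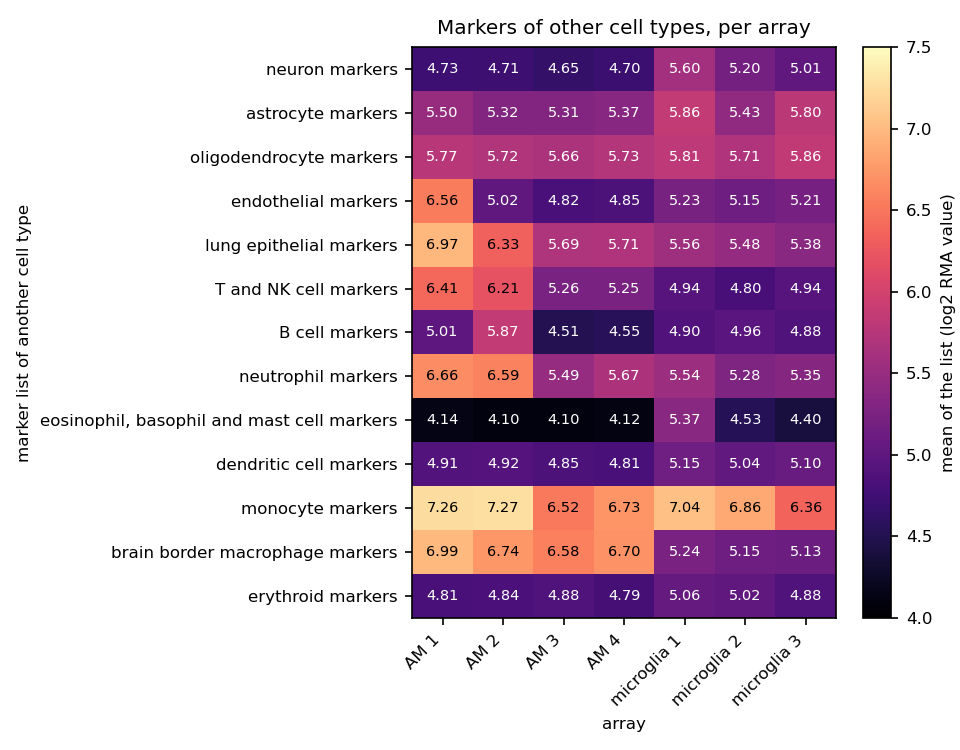
Mean log2 RMA value of each list of markers of another cell type (rows) on each of the 7 arrays (columns), shown as colour and number. The endothelial list reached 6.56 in AM replicate 1, and the T and NK cell list read 6.41 and 6.21 in AM replicates 1 and 2 against 5.26 and 5.25 in replicates 3 and 4.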

Values the study reported

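The paper reports 67 core mac genes shared by the tissues it compared. It reports that loss of Zeb2 affected 72% of the tissue-specific genes of AMs and 60% of those of Kupffer cells. It reports 32 genes differentially expressed in all 5 tissues after loss of Zeb2. None of these values was computed here.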

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

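All tests of AM replicates 1 and 2 and of the cell cycle genes, the dilution test of microglia replicate 1 and the test of GC content as its whole cause were chosen only after the result was seen, whereas the tests of GC content and transcript length were written before.

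Among the 4 AM arrays, 1 array lay far from the others for 5 of the 119 named genes and 6 of the 46 lists, where chance gives about 1 in 20. The ratio given is the gap to the nearest array divided by the range. AM replicate 1 was above the others for Il1b (9.91 against 7.22 to 7.49, ratio 0.902), Jun (9.81 against 7.56 to 7.73, ratio 0.923), and the means of chemokines and cytokines (8.07 against 6.98 to 7.07, ratio 0.915), immediate early and stress genes (9.40 against 7.77 to 8.04, ratio 0.835) and endothelial markers (6.56 against 4.82 to 5.02, ratio 0.884). AM replicate 2 was below the others for cholesterol biosynthesis (7.72 against 8.13 to 8.21, ratio 0.832) and above for purine and chemokine sensing (8.28 against 8.09 to 8.11, ratio 0.873). AM replicate 3 was below for H2-Oa (5.69 against 6.64 to 6.82, ratio 0.846) and EMT transcription factors (5.85 against 5.87, ratio 0.862). AM replicate 4 was below for Ech1 (10.30 against 10.54 to 10.56, ratio 0.933) and Tlr3 (6.76 against 6.89 to 6.91, ratio 0.887). Microglia, with 3 arrays, were not examined in this way.

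Transcripts of other lung cells were higher in AM replicates 1 and 2 than in 3 and 4 for 31 of the 51 members of the epithelial, endothelial, T and NK, B and neutrophil lists. Random lists of equal level gave a median of 7 and at most 17 in 10000 draws. The draws took genes as independent, whereas members of these lists vary together (estimated correlation 0.64 for T and NK cell markers). The 2 arrays were also chosen on values of these lists, so the draws give no error rate. The median over all genes was -0.0086, against 0.55 over all 51 members, so the values held no shift of whole arrays of that size. Quantile normalization draws the array medians together, so a small value was set beforehand and is no test of such a shift. The 2 standard errors of 0.45 treat the members as independent, whereas the estimated correlation was 0.90 within the endothelial list. RNA of other lung cells in the sorted samples may be the source. A gate on SiglecF and CD11c, as in the single-cell work of the study, is meant to leave them out, but no gate was stated for the arrays apart. No biological explanation was tested, and the raised Jun and Il1b of replicate 1 have no test of their own.

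Microglia replicate 1 stood apart from replicates 2 and 3, by an SD over genes of 0.566. Its difference fell with GC content (rho -0.348, against -0.0468 between replicates 2 and 3), so GC bias may be part of the cause. The trend took 9.51% of the variance. The SD after its removal was 0.539, against 0.283 for replicates 2 and 3 on the same scale, so this trend was not the whole difference. GC content was that of the longest transcript and not of the probes, so GC bias as the whole cause was not excluded. The difference of replicate 1 did not follow the length of the longest transcript (rho 0.035), so a trend on that length was excluded. This does not exclude degraded RNA, since RNA quality was not measured. Dilution of microglial RNA by a listed other cell type would lower all microglia markers alike if those cells held none of them. The 22 markers changed by -2.94 to 0.59. With the GC trend removed the SD of their changes was 0.736, against 0.173 for replicates 2 and 3 on the same scale. Changes so uneven go against even dilution as the whole cause. Replicate 1 spread more over all genes too (0.539 against 0.283), and whether other cells hold these markers was not tested. The criterion was also changed after earlier values were seen, so dilution was not excluded. The largest median rise of the 13 other-cell lists was 0.39, for eosinophil, basophil and mast cell markers, and a smaller share of such RNA was not tested. No biological explanation was tested.

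Cell cycle genes were higher in AMs. Centring the arrays on the housekeeping genes moved every difference by -0.33, so the median difference of the list had to become 1.596 (camera adjusted p = 1.83e-21). This outcome followed from the size of the move and is no test of its own. It shows only that the move was smaller than the median difference of 1.92. With an estimated correlation the list did not pass, with adjusted p = 0.0626 after that centring and adjusted p = 0.120 without it. RNA of other lung cells in AM replicates 1 and 2 was excluded, since the list mean was lower there than in replicates 3 and 4, by -0.37. The difference between the cell types stays open as an explanation and was not tested.

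The 35 splits of the 7 arrays into 4 and 3 tested whether chance can be excluded. For the genes past the test, 1 split, the real one, gave a count as large (4550, highest other 0 with limma, and at an unadjusted p under 0.05 7504 against 3454), and for genes at least 2-fold apart also 1 (2214, highest other 0, and at an unadjusted p under 0.05 2408 against 1380). Splits that mix the cell types carry the difference between them as spread, which lowers their counts at an adjusted and an unadjusted p alike. The real split ranked first for both counts, which is the most that 35 splits can show, so chance cannot be called excluded. For list shifts, 7 splits gave as many (15, highest other 17), so chance was not excluded. With an estimated correlation 1 split did (5, highest other 0), where the same spread favours the real split. For core genes at a similar level, 25 splits gave as many (16, highest other 17), but genes equal in both types stay near 0 under any regrouping, so this count does not bear on chance.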

How the results depend on the processing

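Leaving out AM replicates 1 and 2 together and removing the GC trend were the tests chosen only after the data were seen. Of 161 gene and list results, 100 kept their side of the threshold in all settings, and 90 of these also their sign. Over all settings 146 times a call was lost, 64 times one was gained, and a sign changed without a call 48 times. For 1 result with no call in the main fit, integrins, a setting gave a call in the opposite direction.

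The genes past the test numbered 14435 with arrays centred on the housekeeping genes (2086 higher in AMs and 12349 lower), 2008 with the replicate block and 2155 without AM replicates 1 and 2, and leaving out 1 array gave 3131 to 5586. The housekeeping centring moved the median of all genes by -0.33, and quantile normalization over the 7 arrays moved it by 0.16. Leaving out an array raised the count for microglia replicate 1 (5586) and 2 (4619) and lowered it for the other 5 arrays. The cause of the lower and higher counts with other sets of arrays or with the replicate block was not tested. The call of 23 of 118 genes was lost with the replicate block, and of 22 without AM replicates 1 and 2. Numbers matched between the groups gave no sign of pairing, with residual correlations of -0.035, -0.081 and -0.00665. The genes at least 2-fold apart numbered 808 with treat, a stricter test by construction, and 1927 to 2319 leaving out 1 array. The methods' t-test gave 6602 genes unadjusted and 3413 adjusted.

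The Zeb2 difference passed with array weights (0.72, adjusted p = 0.00992), without microglia replicate 1 (0.77, adjusted p = 0.00602) and with the GC trend removed (0.64, adjusted p = 0.0264). Leaving out 1 array gave 0.32 to 0.77. Microglia replicate 1 had the lowest array weight, 0.154. Over the settings the adjusted p ran from 0.00602 to 0.416.

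The core genes at a similar level numbered 12 to 16 leaving out 1 array and 11 with housekeeping centring. The core macrophage genes shift passed with quantile normalization over the 7 arrays (-0.21, adjusted p = 0.000978), with genes above the median level (-0.074, adjusted p = 0.0200) and without microglia replicate 1 (-0.37, adjusted p = 0.0439), with a range of -0.37 to -0.062 leaving out 1 array, and the cause was not tested.

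List shifts numbered 5 with an estimated correlation and 32 with fry, which asks another question, and 14 to 19 leaving out 1 array. The microglia markers shift, -4.13, did not pass with an estimated correlation (adjusted p = 0.103). The integrins list, with no call under camera (adjusted p = 0.911), passed under fry with a direction lower in AMs (adjusted p = 0.0194). Its median of 0.00086 and mean of -0.058 differ in sign, so its direction depends on the measure. No background signal was used, so what dim signal limits was not measured.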

Other observations

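No hypothesis beyond those above was tested, and the single genes named here were chosen after their values were seen. Most members of the lists of peritoneal macs, of brain cells and of rarer blood cells did not pass the test. Of 7 peritoneal mac markers 1 was higher, 1 lower and 5 did not pass (camera adjusted p = 0.801). Of 11 housekeeping genes 3 were higher and 8 did not pass (6 higher and 1 lower adjusted over the list alone; median 0.21, adjusted p = 0.0293, and adjusted p = 0.161 with an estimated correlation), and centring on these genes gave a median of -0.12 for the housekeeping genes shift, which also did not pass without microglia replicate 2 (adjusted p = 0.0505) and had a median of 0.13 without microglia replicate 1. Of 7 monocyte markers 3 were higher, 2 lower and 2 did not pass (adjusted p = 0.347). Of 9 neuron markers 2 were lower (adjusted p = 0.101), of 8 astrocyte markers 1 was higher and 1 lower (adjusted p = 0.543), and none of 7 oligodendrocyte (adjusted p = 0.601) or 3 erythroid markers (adjusted p = 0.492) passed. Of 7 dendritic cell markers 1 was lower (adjusted p = 0.250), as was 1 of 6 eosinophil, basophil and mast cell markers (adjusted p = 0.174).

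Fn1, the fibronectin gene, was 5.02 ± 0.28 and Plac8 was -4.17 ± 1.12. In microglia replicate 1 the eosinophil gene Prg2 read 8.14 against 5.43 and 5.07 in the other microglia arrays. Of 4 sex-linked genes 1 was lower in AMs, and the list did not pass camera (adjusted over the list alone, 0 higher and 1 lower), and Xist, expressed in females, read 8.83 to 10.08 on all 7 arrays.

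Equal values were common in the deposited table. AM replicates 1 and 4 held the same value for Zeb2, and 440 genes held 1 value on all AM arrays and 345 on all microglia arrays.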
